# HDAC4 is required for inflammation-associated thermal hypersensitivity

**DOI:** 10.1096/fj.14-264440

**Published:** 2015-04-22

**Authors:** Megan Crow, Nikita Khovanov, Jayne H. Kelleher, Simone Sharma, Andrew D. Grant, Yury Bogdanov, John N. Wood, Stephen B. McMahon, Franziska Denk

**Keywords:** epigenetics, pain, nerve growth factor, transcription

## Abstract

Transcriptional alterations are characteristic of persistent pain states, but the key regulators remain elusive. HDAC4 is a transcriptional corepressor that has been linked to synaptic plasticity and neuronal excitability, mechanisms that may be involved in peripheral and central sensitization. Using a conditional knockout (cKO) strategy in mice, we sought to determine whether the loss of HDAC4 would have implications for sensory neuron transcription and nociception. HDAC4 was found to be largely unnecessary for transcriptional regulation of naïve sensory neurons but was essential for appropriate transcriptional responses after injury, with *Calca* and *Trpv1* expression consistently down-regulated in HDAC4 cKO compared to levels in the littermate controls (0.2–0.44-fold change, *n* = 4 in 2 separate experiments). This down-regulation corresponded to reduced sensitivity to 100 nM capsaicin *in vitro* (IC_50_ = 230 ± 20 nM, 76 ± 4.4% wild-type capsaicin responders *vs.* 56.9 ± 4.7% HDAC4 cKO responders) and to reduced thermal hypersensitivity in the complete Freund’s adjuvant (CFA) model of inflammatory pain (1.3–1.4-fold improvement over wild-type controls; *n* = 5–12, in 2 separate experiments). These data indicate that HDAC4 is a novel inflammatory pain mediator and may be a good therapeutic target, capable of orchestrating the regulation of multiple downstream effectors.—Crow, M., Khovanov, N., Kelleher, J. H., Sharma, S., Grant, A. D., Bogdanov, Y., Wood, J. N., McMahon, S. B., Denk, F. HDAC4 is required for inflammation-associated thermal hypersensitivity.

Chronic pain is one of the leading causes of disability worldwide (1) and is associated with long-term changes in neuronal excitability (2) and gene expression (3). Epigenetic mechanisms, such as histone posttranslational modification or DNA methylation, may play an important role in mediating these changes, as they are dynamic, instructive for transcription, and potentially long lasting (3, 4). Indeed, there is growing evidence to suggest that drugs targeting chromatin-modifying enzymes can be analgesic in animal models (5–9), particularly histone deacetylase (HDAC) inhibitors. However, it has become increasingly clear that commonly used HDAC inhibitors have very poor selectivity and are capable of targeting only HDAC types 1–3, collectively known as class I (10). Other classes of HDACs, such as classes II and IV, cannot be studied with pharmacological tools, and alternative approaches are needed to delineate their role in pain.

HDAC4 is a class IIa HDAC that functions as a transcriptional corepressor (11–13). In cortical neurons, it regulates the transcription of genes associated with synaptic plasticity (14), and selective knockout of HDAC4 alters neuronal excitability and memory formation (15). The role of HDAC4 in sensory neurons remains largely unexplored. Genetic studies in both the mouse and the nematode have given some indication that HDAC4 and its ortholog *hda4* may be necessary for temperature sensing (16, 17), but the mechanism and cell types responsible for this remain unclear. It is also unknown whether HDAC4 is involved in the emergence of chronic pain. One recent study showed that HDAC4 levels correlate negatively with the severity of osteoarthritis in humans (18), suggesting that it may serve a protective function.

In the current study, we made use of targeted transgenic approaches to investigate whether HDAC4 is essential for sensory neuron function in both naïve and chronic pain states. We crossed 2 separate Cre-driver lines with floxed HDAC4 mice to create a selective knockout in peripheral sensory neurons. One of these lines, the voltage-gated sodium channel Na_v_1.8-Cre line, has been extensively used to target small primarily nociceptive neurons of the dorsal root ganglion (DRG) (19). The other line, Advillin-CreERT2, was developed more recently and allows for inducible panneuronal knockout by administration of the estrogen receptor agonist tamoxifen (20).

Our mouse models therefore enabled us to study the absence of HDAC4 in a spatially and temporally selective fashion. Their phenotypes are reported herein. We found that the absence of HDAC4 attenuates the development of chronic inflammatory pain, on both the transcriptional and behavioral levels.

## MATERIALS AND METHODS

### Animals

All work conformed to United Kingdom Home Office legislation (Scientific Procedures Act 1986) and was performed on animals or tissue taken from 2-mo-old animals, unless otherwise stated in **Table 1**. All lines were backcrossed for 5 generations to pure C57Bl/6J mice, to achieve near congenicity (>95%) before the experiments. For all the experiments, wild-type and knockout groups were age and sex matched.

**TABLE 1.** Age of animals in each study

**Study**	**Strain**	**Age(mo**)
Baseline sensitivity/acute nociception	Na_v_1.8	2–4
Naive		
RNA for microarray	Na_v_1.8	2
Immunohistochemistry	Na_v_1.8	2
CFA - behavior	Na_v_1.8	2
Sciatic nerve crush		
Behavior	Na_v_1.8	2
Immunohistochemistry	Na_v_1.8	6
Baseline sensitivity/acute nociception	Adv	2
CFA		
Behavior	Adv	4–6
ELISA	Adv	>6

### Genotyping

The HDAC4^fl/fl^, Na_v_1.8 Cre, and Advillin-CreERT2 mouse lines have been described, and genotyping was performed according to established protocols (19–21). Genotyping primers are listed in **Table 2**.

**TABLE 2.** Genotyping primers

Primer target	**Forward (5′–3′**)	**Reverse (5′–3′**)
HDAC4^fl/fl^	ATCTGCCCACCAGACTATGTG	CTTGTTGAGAACAAACTCCTGCAGCT
HDAC4 recombined allele	AGGCTGAGGGCAAGTTAGAC	GATTGACCGTAATGGGATAGGTTACG
Na_v_1.8-Cre	TGTAGATGGACTGCAGAGGATGGA	AAATGTTGCTGGATAGTTTTTACTGCC
Wild-type Na_v_1.8	TGTAGATGGACTGCAGAGGATGGA	TTACCCGGTGTGTGCTGTAGAAAG
Advillin CreERT2	CCCTGTTCACTGTGAGTAGG	GCGATCCCTGAACATGTCCATC
Wild-type Advillin	CCCTGTTCACTGTGAGTAGG	AGTATCTGGTAGGTGCTTCCAG

### Tamoxifen dosing

Tamoxifen (T5648; Sigma-Aldrich, Poole, United Kingdom) was prepared according to the protocol of Metzger and Chambon (22). Briefly, 10 mg tamoxifen was dissolved in 100 µl 100% ethanol, made up to 10 mg/ml in autoclaved sunflower oil, and placed on a shaker at room temperature for 2–3 h. The drug was separated into aliquots and stored at −20°C before administration. At 8–20 wk of age, the mice received 2 mg tamoxifen intraperitoneally once daily for 5 d.

### Behavior

All behavioral testing was performed on littermate controls by an experimenter blind to genotype on a per animal (rather than per group) basis. On each day, the animals were randomized into test boxes according to the list randomizer function of Random.org (*http://www.random.org*). Baselines were determined over 3 d. In the case of tamoxifen administration, both knockout animals and their controls received the compound, and testing was performed only after a recovery period of 4 wk.

### Von Frey test

The 50% mechanical thresholds were determined with calibrated Von Frey filaments following the up–down method of Dixon (23) and Chaplan *et al.* (24). The animals were habituated to the testing environment for 60 min before testing. Filaments were applied to the plantar surface of the hind paw for 3 seconds, and a bimodal (yes/no) response was recorded.

### Hargreaves test

Heat withdrawal thresholds were assessed with the Hargreaves apparatus (Ugo Basile, Varese, Italy), set to an infrared intensity of 40 and a cutoff time of 32.5 s. The animals were habituated for at least 30 min before testing, and care was taken to ensure that the glass base was kept clean and that the animals were not in deep sleep when measurements were taken, as sleep has been shown to greatly influence withdrawal latencies (25). At least 3 measurements of withdrawal latency were taken per paw on each test day.

### Tail-flick test

The tail-flick response was measured at 49 or 52°C to determine spinal reflex responses to innocuous warm and noxious heat stimuli, respectively, according to the protocol of Ben-Bassat *et al*. (26). Briefly, mice were restrained, the tail immersed in a water bath, and the latency to respond recorded. Three measurements were recorded on the test day, with at least 5 min between trials.

### Inflammatory pain model

To model chronic inflammatory pain, a 20 µl intraplantar complete Freund’s adjuvant (CFA) (F5881; Sigma-Aldrich) was injected into the right hind paw.

### Sciatic nerve crush model of peripheral nerve regeneration

Under isoflurane anesthesia, the sciatic nerve was exposed and crushed with watchmakers forceps coated in lamp black to mark the crush site. The crush site was kept a constant 37 mm from the tip of the third toe, and the wound was closed with wound clips.

### Pinprick assay

To assess sensory recovery after sciatic nerve crush, the pinprick test was used (27). Under light restraint, 16 areas of the denervated paw were stimulated with a pin, and responses were scored on a 3-point scale (0, no response; 1, light or inconsistent response; and 2, strong consistent withdrawal response).

### DRG dissections

The animals were killed by a fatal overdose of sodium pentobarbital before transcardial perfusion with PBS. A dorsal laminectomy of the spinal cord was performed *in situ*. To identify lumbar L3–L5 DRGs, the sciatic nerve was traced up to the spinal cord, and the 3 ganglia attached were dissected, snap frozen in liquid nitrogen, and stored at −80°C before RNA or protein extraction. For dissociated DRG culture experiments, cultures were washed twice with warm PBS before lysis.

### RNA extraction

RNA extraction was performed in a 2-step protocol consisting of phenol-chloroform extraction followed by cleanup and elution on RNeasy MinElute columns (Qiagen, Manchester, United Kingdom). Care was taken to avoid batch effects by processing samples in matched groups. RNA concentration was measured with a Nanodrop spectrophotometer (ThermoFisher Scientific, Watham, MA, USA), and 500 ng total RNA was used for subsequent first-strand cDNA synthesis reactions with SuperScript III according to manufacturer’s protocol (Life Technologies, Paisley, United Kingdom).

### TaqMan low-density RT-quantitative PCR array cards

Custom TaqMan low-density RT-quantitative (q)PCR array cards were ordered from Life Technologies (probes listed in **Table 3**). On the day of the experiments, cDNA samples were diluted to 2 ng/µl in a final volume of 100 µl PCR mastermix (1×) containing SYBR green in DNAse-free H_2_O (Qiagen). The samples were mixed by pipetting and loaded into wells, and the cards were spun at 1200 rpm for 2 min, sealed, and run on a 7900HT RT-qPCR machine (Applied Biosystems-ThermoFisher Scientific, Foster City, CA). Raw cycle thresholds (CTs) were exported, and relative quantification was performed in Excel (Microsoft, Redmond, WA, USA) by the ∆∆CT method. Multiple experiment viewer software was used to create data visualization tools.

**TABLE 3.** TaqMan probe IDs

Probesets 1–12	Probesets 13–24	Probesets 25–36	Probesets 37–48
Cacna2d1-Mm00486607_m1	P2rx3-Mm00523699_m1	Scn3a-Mm00658167_m1	Tacr1-Mm00436892_m1
Calca-Mm00801462_m1	P2rx4-Mm00501787_m1	Ctss-Mm01255859_m1	Slco1a6-Mm01267368_m1
Ptgs2-Mm00478374_m1	Ngfr-Mm01309635_m1	Vip-Mm00660234_m1	Adcyap1-Mm00437433_m1
Bdnf-Mm04230607_s1	Sgk1-Mm00441380_m1	Reg3b-Mm00440616_g1	Gad2-Mm00484623_m1
Hcn2-Mm00468538_m1	Tac1-Mm01166996_m1	Ccl2-Mm00441242_m1	Gabra5-Mm00621092_m1
Oprm1-Mm00440568_m1	Ntrk1-Mm01219406_m1	Npy-Mm00445771_m1	Gabbr1-Mm00444578_m1
Scn10a-Mm00501467_m1	Ntrk2-Mm00435422_m1	Gfap-Mm01253033_m1	Gapdh-Mm99999915_g1
Scn9a-Mm00450762_s1	Ntrk3-Mm00456222_m1	Sst-Mm00436671_m1	Hprt-Mm00446968_m1
Scn11a-Mm00449377_m1	Trpa1-Mm01227437_m1	Aif1-Mm00479862_g1	Kcns1-Mm00492824_m1
Nos1-Mm00435175_m1	Trpv1-Mm01246302_m1	Pdyn-Mm00457573_m1	Gch1-Mm01322973_m1
18S-Hs99999901_s1	Atf3-Mm00476032_m1	Egfr-Mm00433023_m1	Ngf-Mm00443039_m1
Rest-Mm00803268_m1	Gal-Mm00439056_m1	Ccr2-Mm00438270_m1	Vgf-Mm01204485_s1

### RT-qPCR

RT-qPCR was performed with a LightCycler FastStart DNA MasterPlus SYBR Green I kit (Roche Diagnostics, Burgess Hill, United Kingdom) according to the manufacturer’s protocol on a LightCycler 480 (Roche Diagnostics). All primers used were exon–exon spanning and were tested both for efficiency using a standard curve and for specificity by melting curve analysis and gel electrophoresis of the PCR products (**Table 4**). All primers had an efficiency of 2.0 ± 0.2. The results were determined from plates where no-template controls were used, to ensure that the reagents were contamination free. Triplicate CTs were averaged, and the results were analyzed by the ΔΔCT method (28).

**TABLE 4.** RT-qPCR primers

Target gene	**Forward (5′–3′**)	**Reverse (5′–3′**)
β-2-Microglobulin	GCCTGTATGCTATCCAGAAAACCC	TGTGAGGCGGGTGGAACTGTG
*Hdac4* exon 1–2	TGAACTTAAGGCACTGACGC	AGGATTCAGCAGCTCCACAG
*Hdac4* exon 6–7	CCAGCGATCCCCGCTACTGG	AGGCTGACACCCCACTCTGGG
*Hdac5*	TGTCACCGCCAGATGTTTTG	TGAGCAGAGCCGAGACACAG
*Hdac9*	GCGAGACACAGATGCTCAGAC	TGGGTTTTCCTTCCATTGCT
*Ntrk1*	ATATCTAGCCAGCCTGCACTTTGT	GCTCATGCCAAAGTCTCCA
*Trpv1*	AACCAGGGCAAAGTTCTTCC	CATCATCAACGAGGACCCAG
*Ywhaz*	AGTCGTACAAAGACAGCACGCTAA	AGGCAGACAAAGGTTGGAAGG

### Microarray

RNA was processed by University College London (UCL) Genomics with an Ambion Whole Transcript Expression Kit (Invitrogen-Life Technologies, Carlsbad CA, USA) and hybridized to Mouse Gene 2.0ST Arrays (Affymetrix; Santa Clara, CA, USA) on a GeneChip Fluidics Station 450 (Affymetrix). The chips were read on an Affymetrix GeneChip Scanner. Quality control and analysis were performed with the following bioconductor packages in R: oligo (29) for preprocessing, robust multichip average normalization (30), and various quality controls (including microarray plots, box plots, and principal component analysis) and linear models for microarray data (31) for statistical analysis. Gene Expression Omnibus (GEO) accession: GSE62405 (GEO, National Center for Biotechnology Information, Bethesda, MD, USA).

### Protein extraction and subcellular fractionation

For Western blot analysis, protein was extracted in 0.2% SDS in double-distilled H_2_O with 1× protease inhibitor cocktail (Roche Diagnostics). For cell fractionation studies, DRGs were homogenized in 150 µl lysis buffer A for 5 min [0.5% DTT, protease inhibitors, 10 M (4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid; HEPES), 1.5 mM MgCl_2_, and 10 mM KCl in H_2_O]. The lysates were centrifuged at 1.5 relative centrifugal force (rcf) for 5 min, and the cytoplasmic fraction was removed. The pellets were resuspended in 100 µl of buffer B (buffer A plus 0.5% SDS), sonicated for 2 min, and centrifuged at 3.5 rcf for 5 min, to obtain nuclear-enriched fractions. Protein concentration was assessed by determining absorbance at 280 nm on a Nanodrop spectrophotometer (ThermoFisher Scientific). Protein lysates were stored at −80°C before reduction for 5 min at 100°C in 1× Laemmli buffer, after which they were stored at −20°C.

### Western blot analysis

Protein (20 µg) was run on NuPAGE Novex 10% Bis-Tris Gels (Invitrogen-Life Technologies) and transferred onto 0.45-μm PVDF membranes (Millipore, Stonehouse, United Kingdom). The membranes were blocked in 5% milk and incubated overnight at 4°C with HDAC4 (1:500, sc-11418; Santa Cruz Biotechnology, Dallas, TX, USA), HDAC5 (1:1000, H4538; Sigma-Aldrich,), HDAC9 (1:500, ab18970; Abcam, Cambridge, United Kingdom), α-tubulin (Sigma-Aldrich) or H3 (1:10,000, ab1791; Abcam). After they were washed, the membranes were incubated in secondary antibody for 1 h (1:5000, horseradish peroxidase–conjugated anti-rabbit or anti-mouse; GE Healthcare, Little Chalfont, United Kingdom). The signal was detected using an enhanced chemiluminescence prime kit (GE Healthcare) and visualized with a UVP GelDoc-It Imaging system (Ultra-Violet Products, Cambridge, United Kingdom).

### ELISA

Calcitonin gene-related peptide (CGRP) concentrations were determined with a commercially available kit (589001; Cayman Chemical, Ann Arbor, MI, USA). Briefly, snap-frozen lumbar DRGs were directly homogenized in 200 μl enzyme immunoassay buffer and run in duplicate wells, according to the manufacturer’s instructions.

### Dissociated DRG culture

After cervical dislocation and dorsal laminectomy, the DRGs were dissected into F12 media (Life Technologies-Gibco, Grand Island, NY, USA). Ganglia were digested for 1 h at 37°C in a final concentration of 0.125% collagenase (Sigma-Aldrich) and 0.1 mg/ml DNAse I (Sigma-Aldrich), washed in 3 ml warm F12, and triturated in 2 ml F12 supplemented with 0.3% BSA (Sigma-Aldrich), 1× N2 supplement (Life Technologies-Gibco), and 1× penicillin/streptomycin (Sigma-Aldrich). The cell pellet was resuspended in supplemented F12 with 50 ng/ml mouse nerve growth factor (NGF; R&D Systems, Minneapolis, MN, USA) and plated onto coverslips precoated with poly-l-lysine (Invitrogen-Life Technologies) and 0.01 mg/ml laminin (Sigma-Aldrich).

### Immunocytochemistry

Cultured primary sensory neurons were washed 3 times with warm PBS and fixed with 4% paraformaldehyde (PFA) for 20 min at room temperature. They were then washed in PBS, blocked in 10% normal goat or donkey serum in PBS + 0.2% Triton X+0.1% sodium azide for 30 min and incubated with 1:1000 anti-mouse β-III-tubulin (Promega, Madison, WI, USA) for 1 h, washed and incubated in 1:1000 Alexa-Fluor 488 (Invitrogen-Life Technologies) and 1:10,000 DAPI (Life Technologies) for a further 1 h.

### Calcium imaging

DRG neurons were used for Ca^2+^ imaging experiments after 18–24 h in culture. Cells were incubated in buffer [HBSS with 10 mM glucose and 10 mM HEPES (pH 7.4)] with Fura 2-acetoxymethyl ester (2 μM) and probenecid (1 mM) for 60 minutes at 37°C, and the coverslips were washed and mounted for imaging. Capsaicin was made up to 100 nM in buffer and applied to cells by continuous perfusion. Individual cell fluorescence was measured at 340 and 380 nm excitation and 510 nm emission with a microscope-based imaging system (PTI, Ford, United Kingdom). At the end of each experiment, the cells were challenged with KCl (50 mM) to provide a maximum Ca^2+^ signal against which to normalize responses. Neurons were identified morphologically and were excluded from analysis if they did not respond to KCl.

### Immunohistochemistry

Adult animals were transcardially perfused with freshly prepared 4% PFA in 0.1 M phosphate buffer (PB; pH 7.4-7.7) before dissection. Tissue was postfixed at 4°C for 3 h in 4% PFA in 0.1 M PB, followed by 24 h at 4°C in 20% sucrose solution in 0.1 M PB. Skin samples were blocked in optimal cutting temperature compound (Tissue-Tek; Sakura Finetek, Torrance CA, USA), frozen in liquid nitrogen, and stored at −80°C. Frozen sections were cut at 12 μm on a cryostat. The slides were dried for at least 1 h and stored at −20°C until further processing. The slides were then blocked for 30–60 min in 10% normal goat or donkey serum, incubated overnight at room temperature with anti-rabbit PGP9.5 (1:1000; Ultraclone, Isle of Wight, United Kingdom), incubated for 2 h in anti-rabbit Alexa 488 (1:1000; Invitrogen-Life Technologies), and mounted with Vectashield (Vector Laboratories, Peterborough, United Kingdom).

### Microscopy and image analysis

For each experiment, a minimum of 3 sections from 3 animals per group were used for analysis. To avoid bias, images were taken and processed in a blinded manner: the animals were assigned randomized numbers at the time of dissection that were not revealed until the analysis was completed. Images were taken with a Zeiss Axioplan 2 fluorescence microscope (Zeiss, Jena, Germany). Counting and cell size measurements were performed with Image J (National Institutes of Health, Bethesda, MD, USA) and Axiovision software (Zeiss), respectively.

### Statistical analysis

Statistical analysis was performed with SPSS, version 21 (IBM, Armonk, NY, USA. Single behavioral measures, immunohistochemical counts, and RT-qPCR data were analyzed using 2-sample Student’s *t* test, assuming unequal variances. Tests with repeated measures were analyzed with repeated-measures ANOVA. Data are presented as means ± sem.

## RESULTS

To determine whether HDAC4 is involved in sensory neuron function, we took advantage of 2 strains of HDAC4 cKOs, hereafter referred to as HDAC4^Nav1.8^ and HDAC4^Adv^.

RT-qPCR and Western blot analysis were used to confirm reduction of HDAC4 expression in HDAC4^fl/fl^ Cre-positive animals (**Fig. 1*A***–***D***). Because of the cell-type specificity of the Cre lines, residual expression of HDAC4 is expected and is likely to arise from nontargeted cells. To determine whether other class II HDACs are up-regulated in the absence of HDAC4, we used RT-qPCR to compare the expression of *Hdac5* and *Hdac9* mRNA between cKOs and wild-type littermate controls. Although *Hdac5* expression was unaffected, there was significant up-regulation of *Hdac9* in both strains of HDAC4 cKOs (Fig. 1*E*, *F*), which may help to buffer the deleterious effects of HDAC4 knockout in these mice. That this could be a possibility was also underscored by subcellular localization data, which indicated that HDAC9 expression is restricted to the nucleus in wild-type DRGs. Meanwhile, HDAC4 and HDAC5 were found in both cytoplasmic and nuclear compartments (Supplemental Fig. 1).

**Figure 1.**
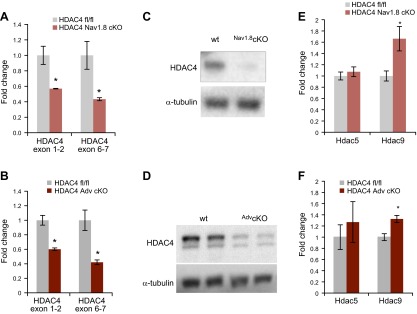
Na_v_1.8- and Advillin-Cre expression successfully causes deletion of *Hdac4^fl/fl^* in the DRGs. *A*, *B*) *Hdac4* mRNA levels were measured by RT-qPCR with exon-spanning primers. Both exon 1 and 2 and the floxed exons 6 and 7 were significantly less expressed in HDAC4 cKOs (*n* = 3–4). *P < 0.05; Student’s *t* test. *C*, *D*) Western blots confirm knockdown of HDAC4 protein in the DRGs. *E*, *F*) The mRNA levels of 2 other class IIa HDACs, *Hdac5* and *Hdac9,* were tested (*Hdac7* is not expressed in the DRGs [32]). *Hdac9* was significantly up-regulated in both strains of HDAC4 cKOs (*n* = 4). wt, wild-type. *P < 0.05; Student’s *t* test.

Having established successful knockout of HDAC4, we moved on to investigate its role in normal sensory function. Previous work on HDAC4 has implicated it in regulating the expression of the Runt-related family of transcription factors, which are critical for sensory neuron differentiation (33). For example, forced *Runx1* overexpression in response to the *Tau* promoter leads to a marked reduction of TrkA-positive cells (34). Because Nav1.8-Cre is expressed during embryonic development, we hypothesized that loss of HDAC4 at this time could phenocopy *Runx1*-overexpressing mutants. However, no overt morphologic changes were observed in the DRGs of HDAC4^Nav1.8^ cKOs. (Supplemental Fig. 2).

In addition, previous work has indicated that HDAC4 is necessary for acute sensation of noxious heat, as mice with global knockout of the putative catalytic domain of HDAC4 are insensitive to the hot plate test (16). In our model, however, sensory-neuron–specific knockout of HDAC4 did not alter baseline mechano- or thermosensation, nor did it affect responses to noxious heating of the tail or hind paws (**Fig. 2**). Furthermore, our microarray analysis of lumbar DRGs from naïve adult HDAC4^Nav1.8^ cKOs and wild-type littermates indicated that HDAC4 is not necessary for baseline mRNA expression maintenance in sensory neurons, as no genes were found to be significantly differentially expressed between groups, at a false-discovery rate threshold of *q* < 0.05 (Supplemental Fig. 3). This finding is consistent with that in a previous report on the HDAC4^CamKIIa^ cKO line (15); however, it cannot be separated from the putative compensation by increased levels of HDAC9 mRNA.

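Lumbar DRGs from 3 naïve HDAC4 Nav1.8 cKOs and 3 wild-type (HDAC4 fl/fl) littermates, aged 2 mo, were profiled on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per sample. Whether each sample came from a separate animal is not stated in the labels, so the p values measure only the spread between these samples. The values were background corrected, quantile normalized and summarized on the log2 scale by the authors with the robust multichip average (RMA). The table holds 41345 probe sets, of which 23521 carry exactly 1 gene symbol, 1814 carry several, 15820 carry none and 190 are controls. Differences are given as log2 fold change, cKO minus wild-type, and were tested with limma, 2-sided, with Benjamini-Hochberg adjustment over all probe sets. A gene with several probe sets was represented by the one with the highest mean signal, which gave 22180 genes. The number of arrays limits the precision. Exact permutation tests of 3 arrays against 3 cannot give a p below 0.1.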

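*Runx1*, a transcription factor gene of nociceptor differentiation, was 9.58 ± 0.05 in wild-type DRGs and 9.57 ± 0.01 in HDAC4 Nav1.8 cKO DRGs (log2, mean ± SD, n = 3 each). *Scn10a*, which encodes Nav1.8 and whose locus carries the Cre driver, was 12.30 ± 0.16 and 12.33 ± 0.05. The heat- and capsaicin-gated channel gene *Trpv1* was 10.30 ± 0.03 and 10.22 ± 0.01, a log2 fold change of -0.08 (standard error 0.06, adjusted p = 0.78 from limma). No gene rose or fell past the test: 0 probe sets had an adjusted p under 0.05, the smallest adjusted p from limma was 0.417, and 3081 probe sets had an unadjusted p under 0.05.

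Genes were then ranked by unadjusted p among those above the median signal whose groups did not overlap. The 10 higher ones had log2 fold changes from 0.27 to 1.21 (adjusted p 0.573 to 0.626 from limma). They included *Kdm4b*, a histone demethylase gene, at 0.34 (standard error 0.07), the sugar transporter gene *Slc45a1* at 0.33 (standard error 0.07), the nucleoside transporter gene *Slc29a2* at 0.27 (standard error 0.07) and the fast myosin heavy chain gene *Myh2* at 1.21 (standard error 0.26). The 10 lower ones had log2 fold changes from -0.52 to -0.35 (adjusted p 0.503 to 0.586 from limma). Among them were *Cpa3*, the mast cell carboxypeptidase gene, at -0.48 (standard error 0.08), the transcriptional regulator genes *Eya1* at -0.39 (standard error 0.07) and *Meox2* at -0.41 (standard error 0.08), and the scavenger receptor gene *Colec12* at -0.35 (standard error 0.07). Each of these 20 genes had an exact permutation p of 0.1, a value fixed in advance by choosing genes without overlap. The groups did not overlap for 3040 of 22180 genes (13.7%), 1398 higher and 1642 lower in the cKOs, where chance gives 10%.

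The 95% confidence interval of the log2 fold change lay within 1 of 0 for 21999 genes (99.2%) and within 0.5 of 0 for 19369 (87.3%). Tables of the same size were simulated with 200 changed probe sets each and noise drawn independently for every probe set. There limma at an adjusted p under 0.05 recovered 91.8% of changes of 1 on the log2 scale. It recovered 99.6% of changes of 2 and 16.4% of changes of 0.5. With fewer changes the adjustment is stricter, so these shares are not the power for a lone change in the real table. The 22 genes with a log2 fold change beyond 1 in either direction included *Xist* and the Y-linked *Eif2s3y*, *Kdm5d* and *Uty*, which differed between the arrays of the cKO group. Without cKO replicate 1, 9 probe sets had an adjusted p under 0.05, namely those of *Xist* (-5.33), *Kdm5d* (3.82), *Eif2s3y* (4.43) and *Uty* (4.67) and 5 without a gene symbol. Both cKO arrays then left have high Y-linked genes, and all wild-type arrays have high *Xist*. Sex and genotype cannot be told apart in that setting. From the absence of differentially expressed genes, the paper reasons that HDAC4 is not necessary for maintaining baseline mRNA expression in sensory neurons, and adds that this cannot be separated from a putative compensation by HDAC9 mRNA.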

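Among the class IIa HDACs, *Hdac9* was 8.94 ± 0.14 in wild-type DRGs and 9.06 ± 0.04 in HDAC4 Nav1.8 cKO DRGs (log2, mean ± SD, n = 3 each). This is a log2 fold change of 0.12 (standard error 0.09, 95% confidence interval -0.09 to 0.34, adjusted p = 0.766 from limma). The floxed gene itself, *Hdac4*, was 9.30 ± 0.17 in wild-type and 9.17 ± 0.04 in cKO DRGs, a log2 fold change of -0.13 (standard error 0.10, 95% confidence interval -0.36 to 0.11, adjusted p = 0.776 from limma). *Hdac5* had a log2 fold change of 0.15 (standard error 0.11, adjusted p = 0.757 from limma) and *Hdac7* one of 0.07 (standard error 0.09, adjusted p = 0.861 from limma). The exact permutation p was 0.2 for *Hdac4*.

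Of the 7 measured class I, IIb and IV deacetylase genes, 0 passed limma's adjustment over all probe sets and 0 passed when adjusted over the list alone. The median log2 fold change of these 7 was 0.04. *Hdac8* was at -0.17 (standard error 0.08), *Hdac10* at 0.17 (standard error 0.08) and *Hdac11* at 0.15 (standard error 0.09). Each class IIa gene is read by 1 probe set. The table does not say which exons the *Hdac4* probe set covers, so its value cannot be assigned to the floxed exons. By RT-qPCR in this strain, the paper found *Hdac4* lower outside the floxed exons as well. Its values are about 0.57 times wild-type there and about 0.43 in the floxed exons (Fig. 1A, read by eye). The array value, 0.92 times wild-type, was a smaller loss than either and did not pass limma's test.

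**Figure D1:**
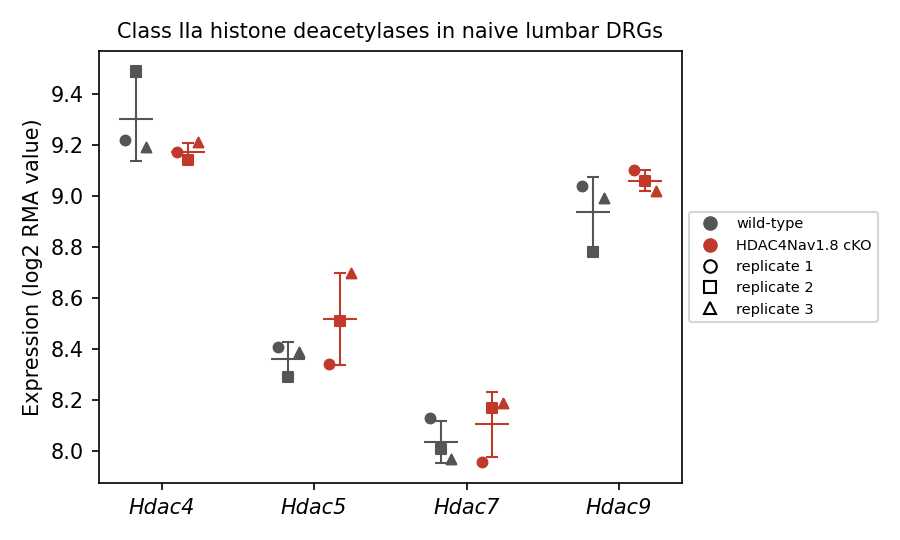
Expression (log2 RMA value) of the class IIa HDAC genes in naïve lumbar DRGs. Each point is 1 array, and the lines show the mean ± SD of 3 wild-type or 3 HDAC4 Nav1.8 cKO arrays. The cKO and wild-type arrays overlap for *Hdac4*, and the mean of *Hdac9* is 8.94 in wild-type and 9.06 in cKO DRGs.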

**Figure 2.**
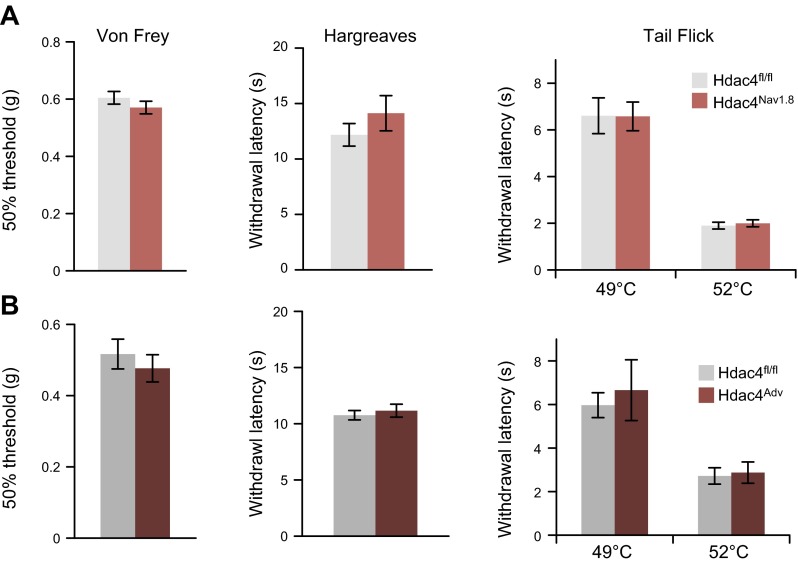
Loss of HDAC4 does not affect baseline somatosensation. Mechanical sensitivity was measured by the Von Frey test; thermal sensitivity was assessed by the Hargreaves and the tail-flick tests. No significant differences were seen between groups across any of these measures for (*A*) HDAC4^Nav1.8^ or (*B*) HDAC4^Adv^ (*n* = 7–30). Nonsignificant, Student’s *t* test.

In summary, our data do not support an important role for HDAC4 in sensory neuron development or normal sensory neuron function. 

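Genes that mark the subtypes of sensory neurons had median log2 fold changes near 0 between naïve HDAC4 Nav1.8 cKO and wild-type DRGs. The median log2 fold change was -0.06 over 9 peptidergic nociceptor markers, 0.03 over 15 nonpeptidergic nociceptor and itch neuron markers and -0.01 over 16 markers of large-diameter and low-threshold neurons. *Tac1*, the substance P precursor gene, was at -0.21 (standard error 0.09), the receptor gene *Mrgprd* at 0.19 (standard error 0.10) and the parvalbumin gene *Pvalb* at 0.28 (standard error 0.17). Over 18 transcription factor genes of sensory neurons the median was 0.03. *Tlx3* had a log2 fold change of 0.34 (standard error 0.11) and *Prrxl1* one of 0.21 (standard error 0.08).

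Among the ion channels, 14 TRP and other thermosensory channel genes had a median log2 fold change of -0.01, 10 voltage-gated sodium channel genes one of -0.06, and 27 potassium, calcium and HCN channel genes one of 0.04. The irritant-gated channel gene *Trpa1* was at -0.25 (standard error 0.09), *Scn3a* at -0.27 (standard error 0.08) and *Cacna2d2* at 0.54 (standard error 0.24). For *Cacna2d2* the wild-type arrays read 9.63, 8.74 and 9.65 and the cKO arrays 9.84, 9.89 and 9.91. Much of its difference thus rests on wild-type replicate 2. The medians were 0.02 over 28 synaptic genes and 0.04 over 14 pan-neuronal genes, where *Rbfox3* was at 0.20 (standard error 0.07). In each of these 9 lists, 0 members passed limma's adjustment over all probe sets and 0 passed when adjusted over the list alone. At an unadjusted p under 0.05 these were 2 transcription factor genes, 1 thermosensory channel gene, 1 sodium channel gene, 1 potassium, calcium and HCN channel gene, 1 synaptic gene and 1 pan-neuronal gene.

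None of these lists passed camera, limma's test of a list against all other genes (adjusted p 0.211 for the sodium channel genes, the smallest of them). Without wild-type replicate 2 the nonpeptidergic list passed (higher, adjusted p = 0.0244 from limma's camera with a preset correlation). With an estimated correlation, over all 6 arrays, its adjusted p was 0.823. Without wild-type replicate 1 its median was -0.04 (adjusted p = 0.975).

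**Figure D2:**
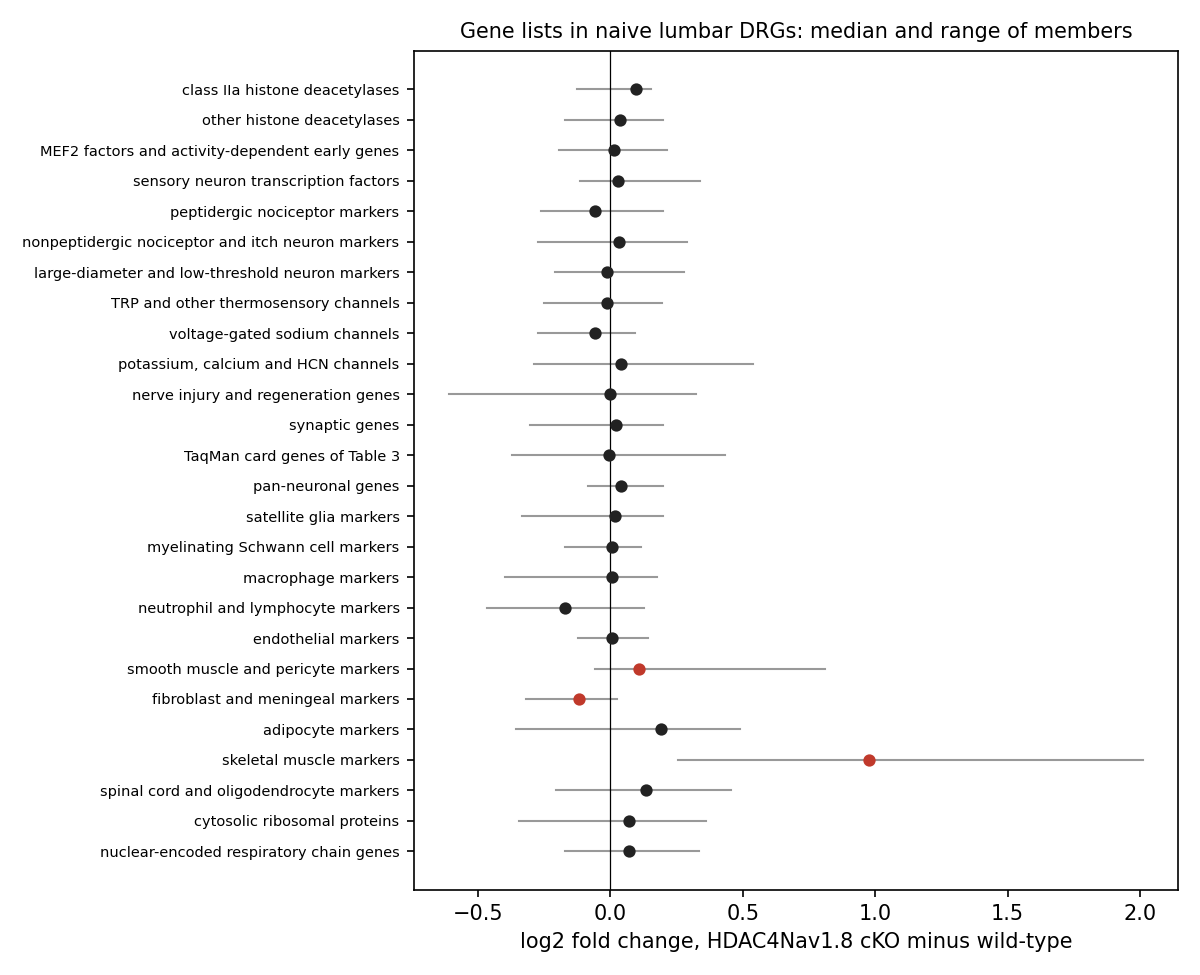
Log2 fold change (HDAC4 Nav1.8 cKO minus wild-type) of the gene lists in naïve lumbar DRGs. Points give the median over the measured members of a list and lines their range. Red points mark lists with an adjusted p under 0.05 from limma's camera with a preset correlation. With an estimated correlation 0 of the 29 tested lists passed. The medians of the sensory neuron lists lie between -0.06 and 0.04, and that of the skeletal muscle markers is 0.98.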

Next, we examined whether it might play a role after injury. Peripheral sensory neurons have the unique capacity to regenerate, and there is strong evidence for the involvement of another class II HDAC, HDAC5, in this process (35, 36). Here, we used the sciatic crush model of nerve injury, which is reversible and causes acute sensorimotor disturbances and denervation of skin afferents (37). Comparison of wild-type and HDAC4^Adv^ cKOs after sciatic crush injury revealed that peripheral expression of HDAC4 is unnecessary for functional recovery, as assessed by the pinprick test and the regrowth of intraepidermal nerve fibers into the hind paw (**Fig. 3**). Consistent with the lack of phenotype *in vivo*, we did not observed any differences in axonal outgrowth between HDAC4^Nav1.8^ cKOs and littermate cultures in an *in vitro* model (**Fig. 4**).

**Figure 3.**
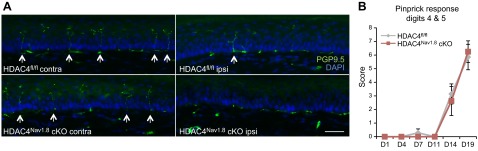
HDAC4 is not necessary for neuronal regeneration *in vivo.* *A*) Six months after sciatic nerve crush, hind paw skin sections were stained with PGP9.5 to mark nerve fibers (green) and DAPI to visualize the epidermal border and assess skin reinnervation. Crossing fibers are indicated by arrows. Scale bar, 50 μm. *B*) Sensory recovery after sciatic nerve crush was measured by the pinprick test. No difference was observed between genotypes.

**Figure 4.**
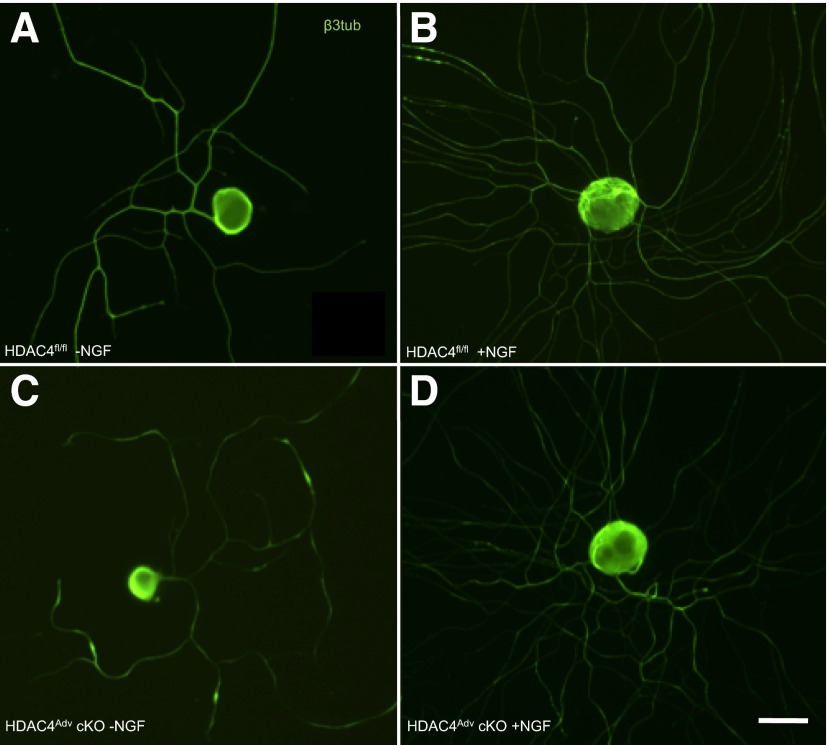
HDAC4 wild-type (*A*, *B*) and cKO (*C*, *D*) neurons were grown in the absence (*A*, *C*) or presence (*B*, *D*) of 100 ng/ml NGF for 24 h, then immunostained for β-III-tubulin. Scale bar, 20 μm.

In contrast, we found evidence that HDAC4 may be involved in sensory neuron sensitization. We studied 2 mediators of acute sensitization *in vitro*: NGF and capsaicin. NGF-treated cKO cultures showed differential transcript expression compared to that in the wild-type controls, as measured by custom-designed TaqMan low-density RT-qPCR array cards (Life Technologies). Several genes were affected (**Table 5**), including the high-affinity NGF receptor-1, *Ntrk1*; the gene encoding CGRP, *Calca*; the transient receptor potential vanilloid 1 ion channel,*Trpv1*; and the NGF-inducible peptide, *Vgf.* An independent RT-qPCR for *Ntrk1* confirmed down-regulation of this target (Supplemental Fig. 4*A*). As in the naïve condition, a trend toward up-regulation of *Hdac9* was also observed (Supplemental Fig. 4*B*).

**TABLE 5.** TaqMan array results, arranged by probability

Gene	***P* value**	**Fold change** **(cKO/wt**)
*Ntrk1*	0.00	0.37
*P2rx3*	0.01	0.41
*Gch1*	0.01	0.37
*Trpv1*	0.01	0.41
*Ngf*	0.01	2.04
*Calca*	0.02	0.35
*Kcns1*	0.02	0.36
*Scn9a*	0.02	1.78
*Atf3*	0.02	0.72
*Sst*	0.02	8.04
*Reg3b*	0.03	31.11
*Vip*	0.03	17.24
*Gad2*	0.05	4.76
*Vgf*	0.05	0.14

wt, wild-type.

TRPV1 is a capsaicin-sensitive cation channel; therefore, its activity in the presence of capsaicin can be monitored using calcium imaging. In concordance with lower levels of *Trpv1* mRNA, significantly fewer HDAC4^Nav1.8^ cKO neurons than wild-type neurons responded to capsaicin treatment *in vitro* (**Fig. 5**). The maximum capsaicin response remained unchanged, suggesting that the reduction in *Trpv1* mRNA expression was more likely to have been caused by the loss of expression in a subset of cells rather than by the reduced expression of *Trpv1* in all capsaicin-sensitive cells.

**Figure 5.**
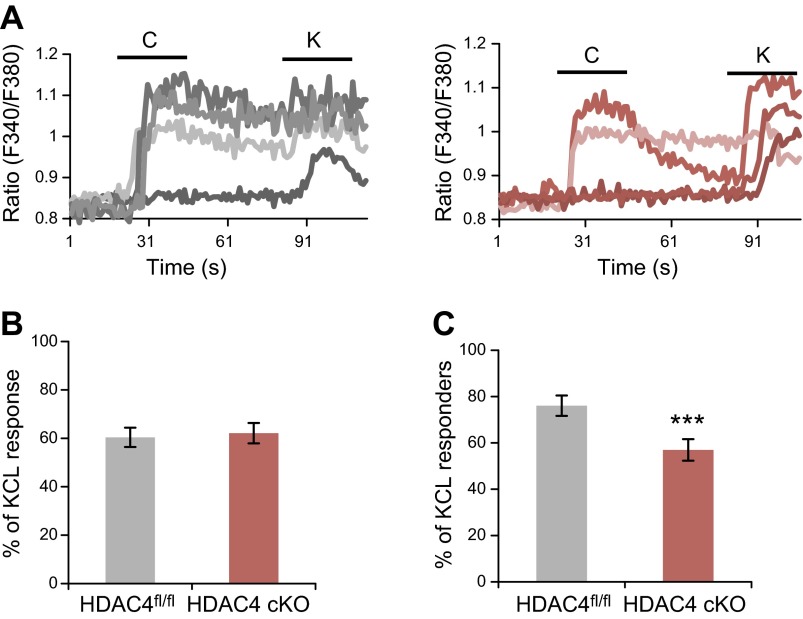
HDAC4 gene transcription and capsaicin sensitivity *in vitro.* *A*) Representative fluorescence traces from calcium imaging experiments. C = 100 nM capsaicin; K = 50 mM KCl. HDAC4^fl/fl^ left, HDAC4^Nav1.8^ cKO right. *B*) Mean peak capsaicin response was plotted as a percentage of the maximum response to KCl. *C*) Cells were considered capsaicin responsive if the capsaicin peak was >20% of the KCl peak. Significantly fewer HDAC4^Nav1.8^ cKO neurons responded to capsaicin treatment (*n* = 5–6). ***P < 0.001; Fisher’s exact test.

Finally, we used an *in vivo* model of peripheral sensitization, the CFA model. CFA induces chronic inflammation at the site of injection, accompanied by both mechanical and thermal hypersensitivity (38). Results with this model have shown that both TRPV1 and CGRP are crucial for inflammation-evoked thermal hypersensitivity (39). Having observed reduced expression of these transcripts after culturing with NGF, we sought to determine whether HDAC4 is also needed for *Trpv1* and *Calca* mRNA expression *in vivo.* Using TaqMan array cards, we compared mRNA expression of HDAC4^Adv^ cKO and wild-type lumbar DRGs 2 wk after intraplantar injection of CFA. Consistent with *in vitro* results, significantly lower expression of both *Calca* and *Trpv1* was observed in HDAC4^Adv^ cKOs than in similarly affected wild-type littermates (**Fig. 6*A*** and Supplemental Fig. 5). Reduction of CGRP expression was also confirmed at the protein level by ELISA (Fig. 6*B*). A critical finding was that thermal hypersensitivity was significantly attenuated in both strains of HDAC4 cKOs, compared with that in the wild-type littermate controls (Fig. 6*C*, *D*), indicating that HDAC4 is essential for full expression of thermal hypersensitivity, possibly because of its regulatory action on CGRP and TRPV1.

**Figure 6.**
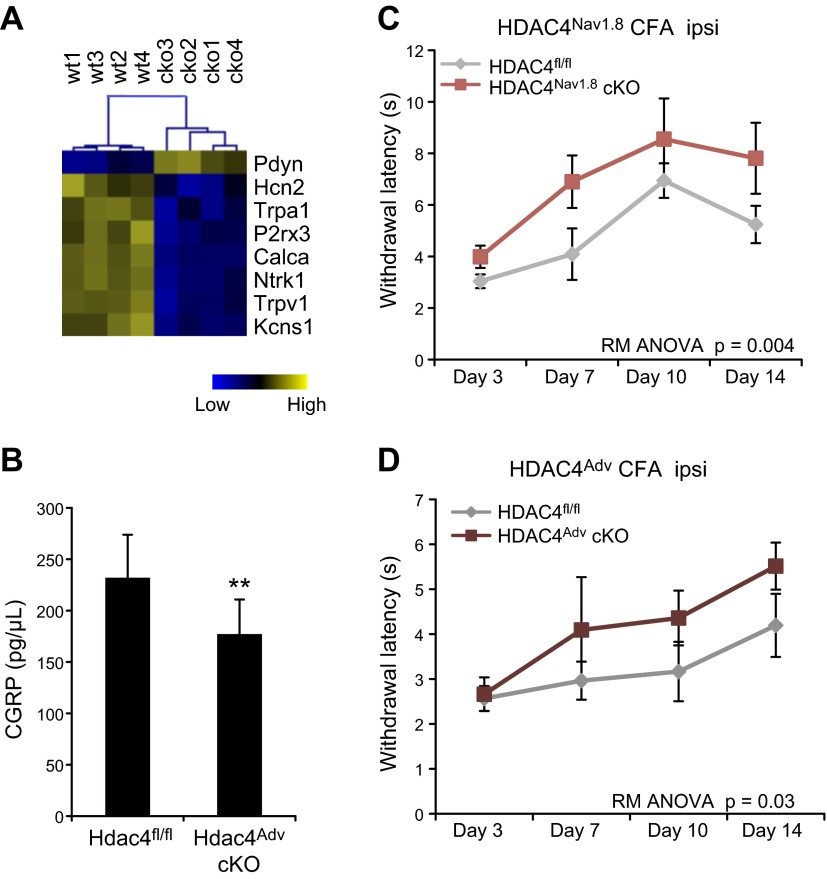
HDAC4 is essential for inflammation-associated transcriptional regulation and thermal hypersensitivity. *A*) Heat map of mean-centered gene expression changes in ipsilateral (ipsi) L3–L5 DRGs at d 15 after CFA. In the absence of HDAC4, many genes were underexpressed compared to their levels in the wild-type controls, including *Calca*, the gene encoding CGRP (*n* = 4). wt, wild-type. *P* < 0.01; Student’s *t* test. *B*) CGRP protein levels were measured by ELISA in ipsi L3–L5 DRGs at d 7 after CFA. The HDAC4^Adv^ cKOs had significantly lower levels of CGRP than did the wild-type controls (*n* = 4/group). **P = 0.006; Student’s *t* test. *C*) Thermal hyperalgesia was measured with the Hargreaves test. Significant attenuation of thermal hypersensitivity was observed in both strains of HDAC4 cKOs compared to that in the wild-type littermate controls: HDAC4^Nav1.8^ (*n* = 5); HDAC4^Adv^ (*n* = 6–12). Repeated-measures ANOVA.

## DISCUSSION

HDAC4 and other class II HDACs have been shown to be involved in several processes that may influence sensory neuron development, pain, and regeneration. We sought to determine the role of peripheral expression of HDAC4 by using a cKO approach in mice.

Our results indicated a clear role for HDAC4 in peripheral sensitization and inflammatory hypersensitivity. In 2 separate strains of HDAC4 cKOs, there was significant transcriptional dysregulation of genes that are involved in pain sensitivity, such as *Calca* and *Trpv1*. Moreover, CFA-induced inflammatory hypersensitivity was attenuated by sensory-neuron–specific HDAC4 knockout.

The precise mechanisms of this process are still unclear. Increased expression of *Calca* and *Trpv1* has been linked to thermal hypersensitivity (36, 37). Down-regulation of these 2 transcripts, as observed in our knockout animals, could therefore be expected to result in the reduced inflammatory responses evinced by our knockout mice. Since HDAC4 negatively regulates transcription, it is unlikely to modulate these targets directly, as deletion would be predicted to result in increased expression. Moreover, a published HDAC4 chromatin immunoprecipitation study in neurons also does not support HDAC4 binding to these genes (40). Instead, the direction of change may imply that HDAC4 is necessary in suppressing another negative transcription factor that in turn reduces *Trpv1* and *Calca* levels. However, a cytoplasmic mechanism cannot be ruled out. It is possible that cytoplasmic HDAC4 promotes sumoylation or deacetylation of TRPV1 or other mediators that regulate its expression. In this case, the loss of HDAC4 could alter the activity of these proteins.

In contrast to peripheral sensitization, there was no evidence of a role of HDAC4 in naïve DRGs. Sensory neuron development, thermo- and mechanosensation, and adult transcriptional profiles were all unaffected by the lack of HDAC4. 

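In the DRG profiles, genes of skeletal muscle fibers had higher means in the cKO group. All 14 measured skeletal muscle markers had a positive log2 fold change, with a median of 0.98 (6 of 14 at an unadjusted p under 0.05). The fast myosin gene *Myh1* was 6.44 ± 0.63 in wild-type and 8.13 ± 0.99 in HDAC4 Nav1.8 cKO DRGs (log2, mean ± SD, n = 3 each), and the myoglobin gene *Mb* was 7.38 ± 0.17 and 8.26 ± 0.55. The fibroblast and meningeal markers went the other way, with 15 of 16 negative and a median of -0.12, such as *Pdgfra* at -0.26 (standard error 0.10) and the decorin gene *Dcn* at -0.16 (standard error 0.07). Of the 12 smooth muscle and pericyte markers 11 were positive, with a median of 0.11, led by the intermediate filament gene *Des* at 0.81 (standard error 0.28).

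These 3 of 29 tested lists had an adjusted p under 0.05 from limma's camera with a preset correlation (5.52e-09 for skeletal muscle, 8.16e-04 for fibroblasts and meninges, 0.0193 for smooth muscle and pericytes). With an estimated correlation the adjusted p was 0.652 for each of them. By gene, 0 members passed the adjustment over all probe sets. Adjusted over the list alone, 1 skeletal muscle marker passed (*Myh2*) and 0 of the other 2 lists. By array, the mean of the skeletal muscle markers relative to the mean of all arrays was -0.76, -1.25 and 0.40 in the wild-type group and 0.39, 0.96 and 0.26 in the cKO group. The median was 1.51 without wild-type replicate 3. The smooth muscle list had an adjusted p of 0.0594 without wild-type replicate 1, 0.0807 without cKO replicate 2 and 0.134 without cKO replicate 3, and one of 0.909 with sex, read from *Xist* and the Y-linked genes, as a covariate, which leaves cKO replicate 1 alone against the wild-type arrays.

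The arrays also differed in sex-linked genes. *Xist*, the noncoding RNA of the inactive X chromosome, was 11.64 ± 0.06 in the wild-type group, and 11.74, 6.67 and 5.95 in the cKO arrays. *Uty*, on the Y chromosome, was 4.47 ± 0.14 in the wild-type group, and 4.59, 9.26 and 9.01 in the cKO arrays. Adjusted over the list alone, 4 of 4 sex-linked genes passed, and 0 of 4 over all probe sets. Their median log2 fold change was 2.87 and their mean 1.34, while *Xist* was at -3.52 (adjusted p = 0.144 from limma's camera, and 3.82e-05 without cKO replicate 1, both with the preset correlation). With an estimated correlation, over all 6 arrays, the adjusted p was 0.652.

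The other cell types gave no call. The median log2 fold change was 0.02 over 12 satellite glia markers, 0.01 over 15 markers of myelinating Schwann cells, 0.01 over 17 macrophage markers and 0.01 over 15 endothelial markers. It was 0.19 over 11 adipocyte markers and 0.13 over 16 spinal cord and oligodendrocyte markers. The satellite glia gene *Cdh19* was at -0.33 (standard error 0.09) and the leukocyte gene *Ptprc* at -0.40 (standard error 0.12). For satellite glia, Schwann cells and macrophages the median was positive and the mean -0.01. The 13 neutrophil and lymphocyte markers had a median of -0.17 (adjusted p = 0.0507 from limma's camera), with the B cell receptor gene *Cd79a* at -0.47 (standard error 0.08), 1 of 13 to pass when adjusted over the list alone. That list passed without wild-type replicate 1 (adjusted p = 0.0105), wild-type replicate 3 (0.0488) or cKO replicate 2 (0.0174). The adipocyte list passed without wild-type replicate 3 (0.0123), cKO replicate 1 (0.0423) or cKO replicate 3 (0.0487). Without cKO replicate 2 the adipocyte median was 0.02 and the spinal cord median 0.02 (adjusted p = 0.981 for both). The spinal cord list (higher, 0.0105) and the endothelial list (higher, 0.0465) passed without cKO replicate 1. In that setting every cKO array left has high Y-linked genes and every wild-type array high *Xist*, so sex and genotype cannot be told apart. With sex as a covariate, that is with cKO replicate 1 alone against the wild-type arrays, the endothelial list passed in the opposite direction (lower, median -0.10, adjusted p = 0.0158), and the neutrophil and lymphocyte list passed as well (lower, adjusted p = 0.0158). All of these calls used the preset correlation. With an estimated correlation, over all 6 arrays, the adjusted p was 0.652 for the neutrophil and lymphocyte list, 0.808 for the adipocyte list, 0.778 for the spinal cord list and 0.959 for the endothelial list. Of the erythroid genes 2 were measured, too few for a list test, and their median was -0.07. The median was 0.07 for 33 cytosolic ribosomal protein genes and 0.07 for 33 nuclear-encoded respiratory chain genes, which of the arrays left out passed without cKO replicate 1 only (adjusted p = 0.0116 and 0.0367 from limma's camera with the preset correlation). With an estimated correlation, over all 6 arrays, the adjusted p was 0.778 for both. The ribosomal list also passed when only probe sets above the median signal were kept (adjusted p = 0.036, preset correlation).

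**Figure D3:**
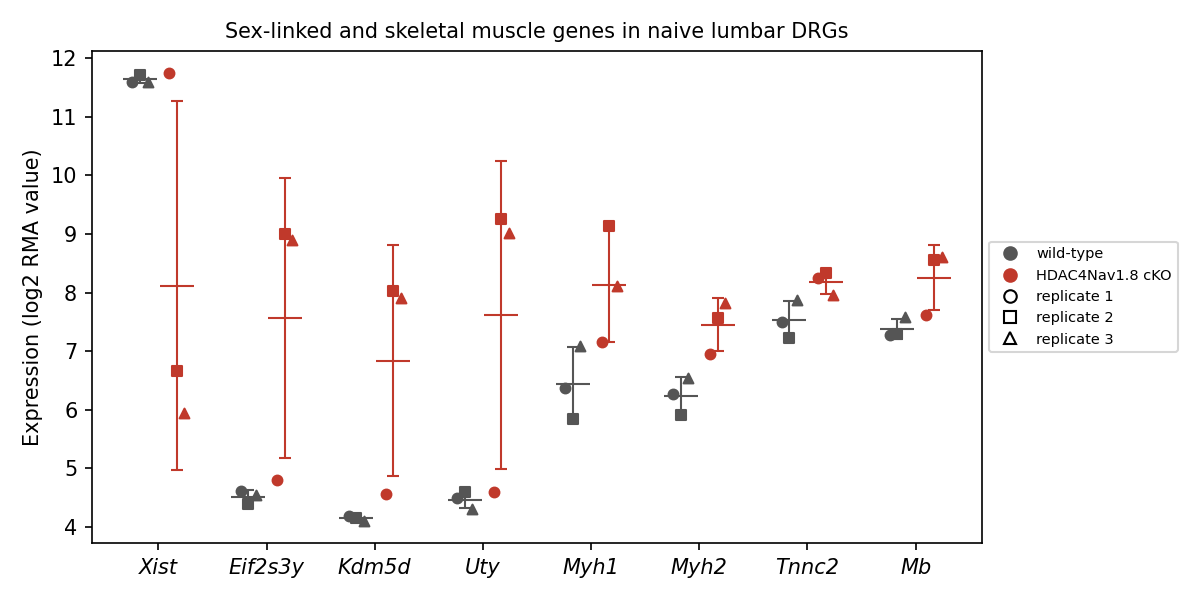
Expression (log2 RMA value) of sex-linked and skeletal muscle genes in naïve lumbar DRGs. Each point is 1 array, and the lines show the mean ± SD of 3 wild-type or 3 HDAC4 Nav1.8 cKO arrays. *Xist* is 11.74 in cKO replicate 1 and 6.67 and 5.95 in replicates 2 and 3.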

Neuronal regeneration was also observed to be intact. As noted in the Results, up-regulation of HDAC9 was observed in both knockout mouse strains. Whether HDAC9 provided functional compensation for HDAC4 was not directly addressed in the study—an important caveat for the interpretation of the negative results.

In conclusion, HDAC4 is essential for the full establishment of inflammatory hypersensitivity in mice. The evidence showed that HDAC4 can regulate a variety of important pain mediators, including members of the NGF signaling pathway. Interference with this single upstream regulator could therefore have wide-ranging consequences for pain perception. Further study of HDAC4 and similar epigenetic mediators may open up novel therapeutic avenues.

## Supplementary Material

Supplemental Data

## Abbreviations

*Calca*: calcitonin gene-related peptide gene
CFA: complete Freund’s adjuvant
CGRP: calcitonin gene-related peptide
cKO: conditional knockout
DRG: dorsal root ganglion
HDAC4: histone deacetylase four
L: lumbar (vertebrae)
NGF: nerve growth factor
qPCR: quantitative PCR
PB: phosphate buffer
PFA: paraformaldehyde
rcf: relative centrifugal force
TRPV1: transient receptor potential cation channel subfamily V member 1
*Vgf*: NGF-inducible peptide

# Supplementary material for: HDAC4 is required for inflammation-associated thermal hypersensitivity
**Source:** FASEB J. 2015 Apr 22;29(8):3370–8. doi: 10.1096/fj.14-264440
**Supplement:** Supplemental Data

HDAC4 is required for inflammation-associated thermal hypersensitivity — HDAC4 is required for inflammation-associated thermal hypersensitivity — Supplemental Data 

# HDAC4 is required for inflammation-associated thermal hypersensitivity

## Supplemental Data

**Files in this Data Supplement:**

- Supplemental Data
- Supplemental Data
- Supplemental Data
- Supplemental Data

# Supplementary material for: HDAC4 is required for inflammation-associated thermal hypersensitivity
**Source:** FASEB J. 2015 Apr 22;29(8):3370–8. doi: 10.1096/fj.14-264440
**Supplement:** Supplemental Data

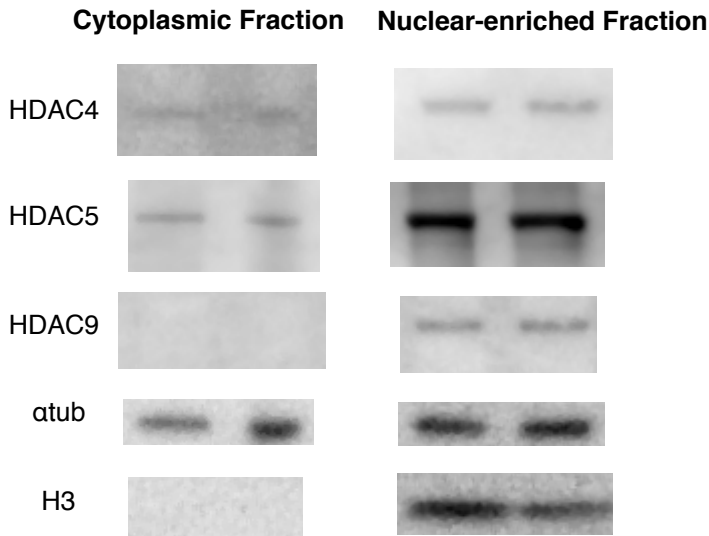

Supplementary Figure 1 – Subcellular localization of class II HDACs in the DRG

A – Representative images from subcellular fractionation Western blots. HDAC4 and HDAC5 could be detected in both protein fractions whereas HDAC9 could only be detected in the nuclear-enriched fraction.

# Supplementary material for: HDAC4 is required for inflammation-associated thermal hypersensitivity
**Source:** FASEB J. 2015 Apr 22;29(8):3370–8. doi: 10.1096/fj.14-264440
**Supplement:** Supplemental Data

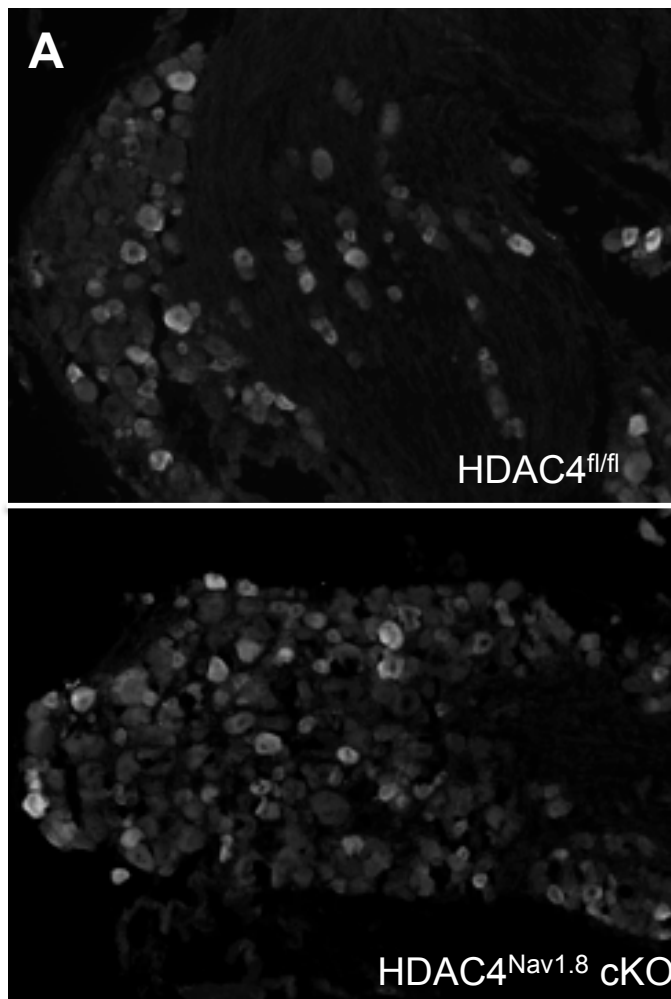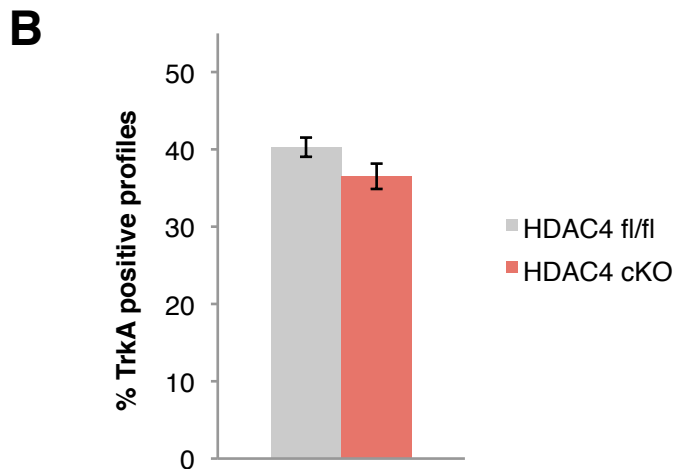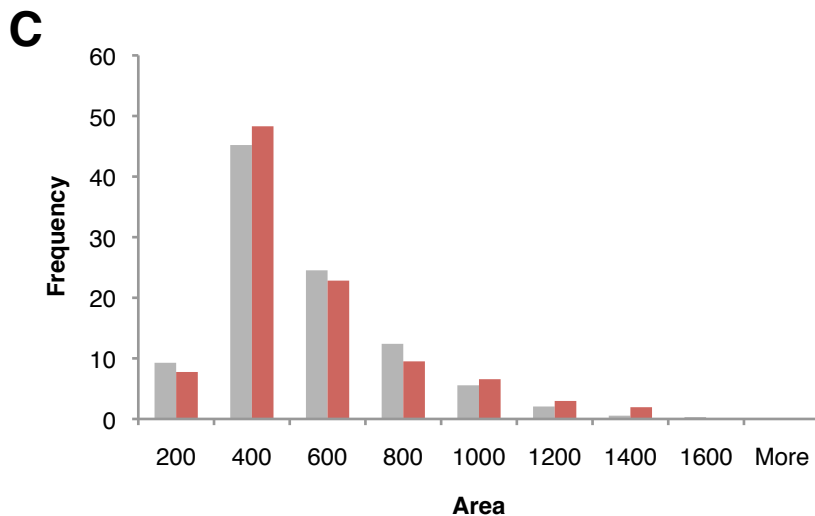

Supplementary Figure 2 - No difference in the proportion of TrkA positive neurons or cell size in HDAC4^{Nav1.8} cKOs compared to littermate controls

A – Whole L4 ganglia from HDAC4^{Nav1.8} cKO and HDAC4^{fl/fl} animals were stained for TrkA. Scale bar represents 100 μ M. **B** – Quantification of immunofluorescence. Similar proportions of DRG cell profiles were found to be TrkA positive (40.3%, 36.5%). **C** – Similar cell size distributions were observed between the two genotypes

# Supplementary material for: HDAC4 is required for inflammation-associated thermal hypersensitivity
**Source:** FASEB J. 2015 Apr 22;29(8):3370–8. doi: 10.1096/fj.14-264440
**Supplement:** Supplemental Data

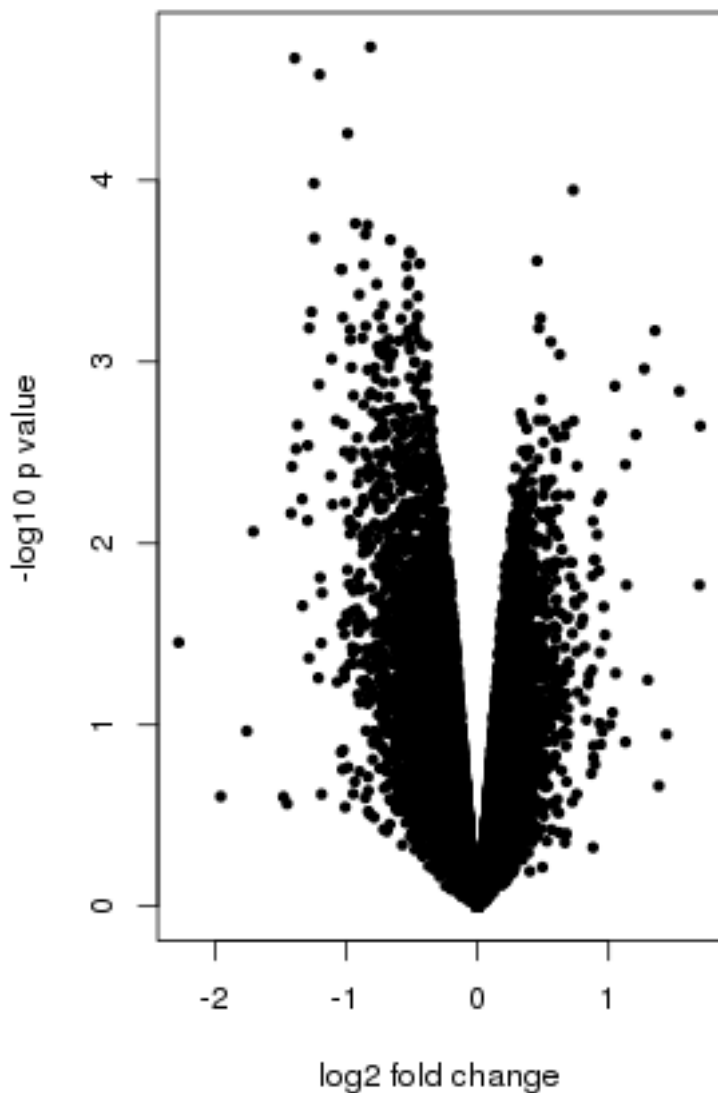

Supplementary Figure 3 – HDAC4 knockout does not incur mass transcriptional alterations in naïve adult DRG

Volcano plot of microarray results. A microarray was performed to seek global transcriptional differences between adult HDAC4^{Nav1.8} cKO DRGs and wildtype DRGs (n=3/group). No genes passed multiple hypothesis test correction.

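In the deposited table, with all probe sets fitted together, those without a gene symbol had a small p more often than those with one. Of the 23521 probe sets with exactly 1 gene symbol, 1298 (5.52%) had an unadjusted p under 0.05, 629 higher and 669 lower in the HDAC4 Nav1.8 cKOs. Of the 15820 without a gene symbol, 1652 (10.4%) did, 467 higher and 1185 lower. The variances of all probe sets were moderated together in this fit. The median standard error was 0.138 without a gene symbol and 0.093 with 1. Fitted on their own, the probe sets with 1 gene symbol gave 1857 (896 higher, 961 lower). The contrast between the classes thus depends in part on the joint fit. In the joint fit the 20 probe sets with the smallest p all lacked a gene symbol. The most negative named gene was *Xist* at -3.52 and the most positive was *Uty* at 3.15.

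Over all 41345 probe sets, 3081 (7.45%) had an unadjusted p under 0.05 in limma, 1156 higher and 1925 lower in the cKOs, where 5% would be 2067. At an unadjusted p under 0.001 there were 77, 18 higher and 59 lower, where 0.1% would be 41.3, and 71 of these had no gene symbol. The smallest p was 1.99e-05. Among probe sets with 1 gene symbol, 6 were below 0.001 in the joint fit where 23.5 would be at 0.1%. Convest in limma put the share of unchanged probe sets at 83.9% and the lfdr method at 90.1%. The count at an unadjusted p under 0.05 was 4683 without cKO replicate 1, where the cKO arrays left are the 2 with high Y-linked genes. With sex as a covariate, which leaves cKO replicate 1 alone against the wild-type arrays, it was 4010, with more higher (2171) than lower (1839).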

# Supplementary material for: HDAC4 is required for inflammation-associated thermal hypersensitivity
**Source:** FASEB J. 2015 Apr 22;29(8):3370–8. doi: 10.1096/fj.14-264440
**Supplement:** Supplemental Data

A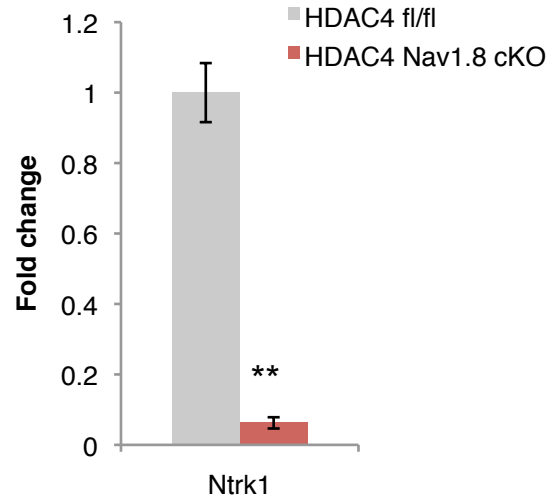**B**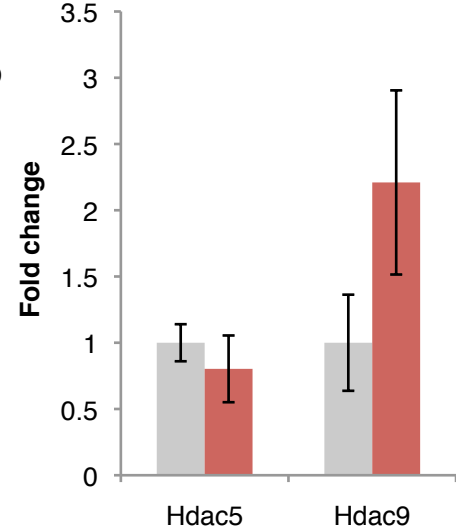

Supplementary Figure 4 – Class II HDAC mRNA expression in cultured neurons

RT-qPCR for *Ntrk1* and class II HDAC mRNA levels (see Table 5). **A** – Significant downregulation of *Ntrk1* was observed in an independent RT-qPCR, validating this result from the Taqman array. **B** – Neither class II HDAC showed significantly different expression between groups, although there was a trend for upregulation of *Hdac9* as observed in vivo (n=6-8, n.s., Student's t-test).

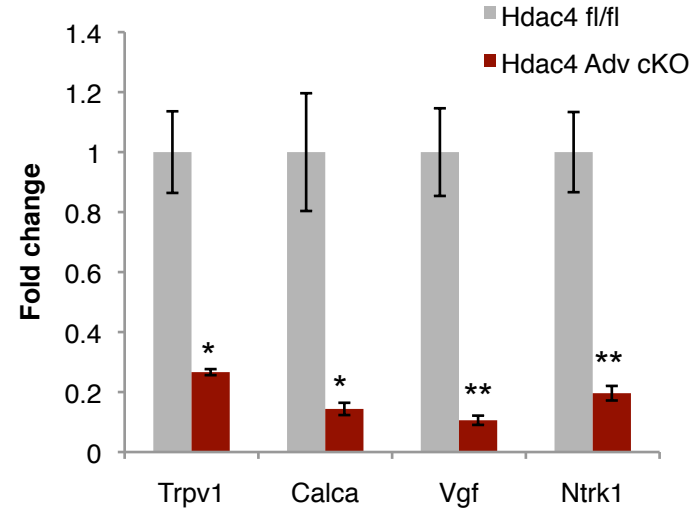

Supplementary Figure 5 – TaqMan array results replicate in an independent RT-qPCR experiment

RT-qPCR results from L3-L5 ipsilateral DRGs at day 15 after CFA (n=4). Significant downregulation of *Trpv1* (p=0.01), *Calca* (p=0.02), *Ntrk1* (p=0.008), *Vgf* (p=0.008) was observed in HDAC4 cKOs compared to wildtype controls (Student's t-tests), confirming Taqman array card results (Fig 6)

How the deposited data were processed for this re-analysis (not part of the article)

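The data are Affymetrix Mouse Gene 2.0 ST arrays of lumbar DRGs from naïve mice aged 2 mo, 3 HDAC4 Nav1.8 cKOs and 3 wild-type (HDAC4 fl/fl) littermates. RNA was processed for the arrays by a core facility (UCL Genomics) with an Ambion Whole Transcript Expression Kit. The values were made by the authors with oligo and RMA in R, and their tests with limma. No version is given for either. The deposited table holds log2 values to 2 decimals for 41345 probe sets in 6 arrays, between 2.35 and 14.03, with medians of 6.43 to 6.50 per array and pairwise correlations of 0.987 to 0.994 between arrays. No raw intensities or detection calls were used, so the signal over background is unknown, and the number of arrays limits the precision.

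The annotation of the table gives exactly 1 gene symbol for 23521 probe sets. Gene identifiers of 23328 of these were found in the RefSeq annotation of the mouse genome, each with the same symbol. The values of 803 probe sets repeat those of an earlier probe set in all 6 arrays. All probe sets were tested, as the paper names no filter. The analysis used R 4.3.3, limma 3.58.1 and statmod 1.5.0. A linear model with group as its only term was fitted with lmFit and eBayes at their default settings (prior degrees of freedom 2.51), and p values were 2-sided and adjusted by Benjamini-Hochberg over all probe sets. Exact permutation tests of single genes used all arrangements of 3 arrays against 3, with a smallest p of 0.1. The share of unchanged probe sets was estimated with propTrueNull (convest, and lfdr beside it).

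Gene lists were tested on 22180 genes with camera (correlation preset at 0.01), with camera at an estimated correlation and with fry, adjusted over 29 lists. Fry's p tests whether the genes of a list move one way on balance and does not compare a list with other genes. The lists hold 485 genes, of which 435 have a probe set of their own; the others are not analysed here. They cover class IIa and other HDACs, MEF2 factors and activity-dependent early genes, sensory neuron transcription factors, peptidergic, nonpeptidergic and large-diameter neuron markers, thermosensory, sodium, and potassium, calcium and HCN channels, nerve injury and regeneration, synaptic genes, the TaqMan card genes of Table 3, pan-neuronal genes, satellite glia, myelinating Schwann cells, macrophages, neutrophils and lymphocytes, erythroid cells, endothelium, smooth muscle and pericytes, fibroblasts and meninges, adipocytes, skeletal muscle, spinal cord and oligodendrocytes, sex-linked genes, cytosolic ribosomal proteins and nuclear-encoded respiratory chain genes. A list needed 3 measured genes to be tested. The results of 2 further lists, and of a comparison with a table of the paper, are not reported here.

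The lists, the tests, the rule for named genes and the alternatives were fixed before the data were examined, except for 2 alternatives added after seeing the data (sex as a covariate, read from *Xist* and the Y-linked genes, and the arrays with high *Xist* alone) and for the tests of explanations, some of which were also chosen after their results were seen, as the closing section states. Both added alternatives compare cKO replicate 1 alone with the 3 wild-type arrays, with the spread taken from the other arrays. The volcano plot (Supplemental Fig. 3) and the tables of the paper had been seen by then. Named genes are those the paper names, any gene at an adjusted p under 0.05, the 10 higher and 10 lower genes with the smallest p among probe sets with 1 gene symbol, above the median signal and without overlap between the groups, and up to 4 members of each list with the smallest p. The alternatives were cyclic loess between arrays, only probe sets above the median signal, only probe sets with 1 gene symbol, eBayes with trend and robust, array weights, the replicate number as a block, leaving out each array in turn, leaving out the sex-linked genes, an adjusted p under 0.1, the estimated correlation and fry for lists, lfdr for the share of unchanged probe sets, and windows of 5 and 20 Mb around *Scn10a*. The replicate numbers do not pair the samples: deviations of arrays with the same number had correlations of -0.04, -0.08 and -0.08. Whether samples were processed in matched groups by array is not given in the labels, so no batch was modeled.

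The fit was tested on simulated data, with 20 tables of 41345 probe sets and 200 changed probe sets in each. A mean of 8.6 unchanged probe sets per table was called. For lists of 14 genes raised by 1 on the log2 scale, camera called 20 of 20, and it called 2 of 400 lists that were not raised. The simulated genes were uncorrelated, unlike those of several real lists (residual correlation 0.735 for skeletal muscle). The 2 of 400 is therefore no rate of false calls for the real lists. The RT-qPCR, cell culture, imaging and behavioral experiments of the paper were not analysed here.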

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

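The tests of muscle genes, of normalization and of the counts of lists and adjusted genes were set before their results were seen, whereas the tests of sex-linked genes, of sex in the probe sets without a symbol and of the unadjusted count under other splits were chosen after the result was seen, as was the choice of the 5333 probe sets on which the tests of normalization and sex were repeated. For these 5333 and for the muscle genes the rules by which a value decides were also made stricter after the values were seen. The signals below are in genes that the paper does not discuss.

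*Xist* had a log2 fold change of -3.52, *Eif2s3y* one of 3.04, *Kdm5d* one of 2.69 and *Uty* one of 3.15, and in all 6 arrays either *Xist* or the Y-linked genes were high and never both: *Xist* in the 3 wild-type arrays and cKO replicate 1, the Y-linked genes in cKO replicates 2 and 3. Read from these genes, cKO replicates 2 and 3 are male samples and the other arrays female (6 of 6 arrays with 1 signal only). How this came about is less clear. Male and female mice in the cKO group against female mice alone in the wild-type group is a candidate explanation, found from this pattern. No independent test of it was run. An exchange of arrays between the groups cannot be told apart: 0 wild-type arrays had high Y-linked genes, but in sex-matched groups an exchange of a male wild-type for a female cKO sample would leave this same pattern. *Hdac4* (-0.13, standard error 0.10) and *Hdac9* (0.12, standard error 0.09) had the directions that the paper reports by RT-qPCR for this strain, but neither passed limma's test, so they do not decide it. A replacement of cKO arrays by samples from outside this comparison was not tested and stays open.

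The skeletal muscle markers had a median log2 fold change of 0.98 (adjusted p = 5.52e-09 from limma's camera with the preset correlation, 0.652 with an estimated correlation and 0.324 from fry), and 5 of 14 were above every wild-type array in every cKO array. Muscle tissue dissected with some ganglia is a candidate source that cannot be told apart. Within groups the markers moved together (mean residual correlation 0.735). The highest of 1000 random lists matched to these markers in signal was 0.378. Markers of cells that belong to the ganglion were above 0.378 as well (0.490 for myelinating Schwann cells, 0.439 for endothelium). This correlation alone therefore does not point to muscle tissue. Of the 14 genes, *Acta1* (8.62 in wild-type, 10.01 in cKO) and *Tnnt3* (8.26 and 9.48) had the highest signals. They were chosen after their values were seen, and signals of different probe sets do not rank abundance. Of these 14 genes, 8 were above the array median in every wild-type array, and 0 are on another list. A difference between sexes cannot be told apart: cKO replicate 1 minus the highest wild-type array was -0.015, but cKO replicate 3, with high Y-linked genes, lay below that array as well, and with sex as a covariate, that is in cKO replicate 1 alone, the median was 0.72. Nor can release of MEF2 target genes by loss of HDAC4, for which every cKO array would lie above every wild-type array: the lowest cKO array minus the highest wild-type array was -0.14, too near 0 for the set bounds.

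Probe sets without a gene symbol had an unadjusted p under 0.05 in 10.4% of cases, most of them lower in the cKOs. This share comes from the fit of all probe sets together. Over the whole class the median log2 fold change was -0.03 before and after cyclic loess (-0.027) and 0.013 in cKO replicate 1, too near 0 for these tests to decide, so the tests were repeated on the 5333 probe sets numbered ahead of the first named one, where the shift was seen (median -0.15, 880 or 16.5% at an unadjusted p under 0.05, 121 higher and 759 lower). There the median after cyclic loess was -0.149 (standard error 0.05 between arrays), within 1 standard error of the bound of the test, and normalization between arrays cannot be told apart; the values were already quantile normalized, and loess moved these probe sets little. A difference between sexes cannot be told apart, since cKO replicate 1 was at -0.05, on the bound of the test, and cKO replicates 2 and 3 at -0.12 and -0.26. No biological explanation was tested, as the table does not say what these probe sets measure, and the other 10487 had a median of 0.01.

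The smooth muscle and pericyte markers had a median log2 fold change of 0.11 (adjusted p = 0.0193 from limma's camera with the preset correlation, 0.652 with an estimated correlation and 0.324 from fry). This call was lost without wild-type replicate 1 (0.0594), cKO replicate 2 (0.0807) or cKO replicate 3 (0.134) and with sex as a covariate (0.909). The fibroblast and meningeal markers had a median of -0.12 (adjusted p = 8.16e-04 from limma's camera with the preset correlation, 0.652 with an estimated correlation and 0.198 from fry).

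The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 3081 probe sets at an unadjusted p under 0.05 and the highest other split 2856 (1 of 10 splits with as many), 3 gene lists against 5 (7 of 10), and 0 probe sets at an adjusted p under 0.05 against 0 (10 of 10). The split with 2856 sets wild-type replicate 1 and cKO replicates 2 and 3 against the others, and so also parts the arrays with high Y-linked genes from cKO replicate 1. Grouped after the counts were seen, the splits with cKO replicates 2 and 3 on the same side gave 3081, 2856, 2381 and 2080. Those that part these replicates gave 1450 to 1935. The unadjusted count thus went with the placing of these replicates, and sex and genotype cannot be told apart in it.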

How the results depend on the processing

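The tests with sex as a covariate and with the arrays with high *Xist* alone (in both, cKO replicate 1 alone against the wild-type arrays, assumed to vary like the others) were chosen after the result was seen. The cause was not tested where none is named. Leaving out cKO replicate 1 sets cKO arrays with high Y-linked genes against wild-type arrays with high *Xist*. Sex and genotype cannot be told apart there. No probe set passed an adjusted p under 0.05 under cyclic loess, either filter, trend and robust moderation, array weights, the replicate block or the added settings, nor an adjusted p under 0.1 or without the sex-linked genes; leaving out 1 array gave 0 to 9, with 9 without cKO replicate 1 only. *Hdac4*, *Hdac9* and *Scn10a* passed under no setting. With the fit run again on fewer probe sets, the count at an unadjusted p under 0.05 was 2007 above the median signal (673 higher, 1334 lower). It was 1857 with 1 gene symbol (896 higher, 961 lower), where the fit of all probe sets gave 1298 for the same probe sets. Leaving out 1 array gave 2263 to 4683. More were lower than higher in these and the other settings, but not with sex as a covariate (4010, 2171 higher and 1839 lower) or the high-*Xist* arrays (4206, 2215 higher and 1991 lower). The share of unchanged probe sets was 81.7% with cyclic loess, 72.7% above the median signal, 80.4% with 1 gene symbol, 84.9% with trend and robust, 76.4% with array weights, 87.3% with the block, 90.1% by lfdr, 87.8% with sex as a covariate, 82.9% with the high-*Xist* arrays, and 72.6% to 91.1% leaving out 1 array. The number of lists past camera was 6 with array weights (5 higher, 1 lower), 0 with the estimated correlation, 0 with fry, 5 with sex as a covariate, 5 with the high-*Xist* arrays and 3 to 10 leaving out 1 array, with 5 without wild-type replicate 3 and 10 without cKO replicate 1. The skeletal muscle and the fibroblast and meningeal lists passed camera in all settings that kept the preset correlation; the smooth muscle list had an adjusted p of 0.909 with sex as a covariate and 0.874 with the high-*Xist* arrays. Array weights added, for example, the adipocyte and spinal cord lists, cyclic loess and the block the neutrophil and lymphocyte list, and the filter on signal the ribosomal list. With sex as a covariate and with the high-*Xist* arrays the 5 include the sex-linked list, whose genes define these settings. Trend and robust do not enter camera. The sex-linked median was 2.21 to 4.12 leaving out 1 array, and past camera only at 4.12, without cKO replicate 1. Of 150 named genes, 1 changed sign with array weights and 1 to 4 leaving out 1 array, and of 146, 16 with sex as a covariate and 16 with the high-*Xist* arrays. Without detection calls, the signal over background that limits dim probe sets is unknown.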

Differences from the paper's values

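*Hdac4* stood at 0.92 times its wild-type level in the cKO arrays. The paper's values by RT-qPCR in the same strain are about 0.57 for exons 1 and 2 and about 0.43 for exons 6 and 7 (Fig. 1A, read by eye). The paper's measurement reads named exons and the array a probe set whose exons are not given. In the paper exons 1 and 2, which are not the floxed ones, were lower as well. Under each alternative set before the data were examined the difference stayed, with values from 0.88 to 0.98.

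*Hdac9* stood at 1.09 times its wild-type level in the cKO arrays. The paper's value by RT-qPCR is about 1.7 (Fig. 1E, read by eye). Each alternative set before the data were examined left the difference, with values from 1.03 to 1.13. The direction is the paper's, and for *Hdac5* the arrays gave 1.11, beside the paper's about 1.1 (Fig. 1E, read by eye).

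The paper states that wild-type and knockout groups were matched for sex in every experiment. In the arrays *Xist* was 11.60 to 11.74 in the 3 wild-type arrays and cKO replicate 1, and 6.67 and 5.95 in cKO replicates 2 and 3, where *Uty* was 9.26 and 9.01 against 4.31 to 4.59 in the others.

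The paper states that *Hdac7* is not expressed in DRGs. Its probe set had a mean of 8.04 in the wild-type arrays, where the median of all probe sets was 6.47 over all arrays; no background was measured, so this signal does not show expression.

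The volcano plot of the paper ends at about -2.3 and about 1.7 on the log2 axis (Supplemental Fig. 3, read by eye). The table gave -3.83, a probe set without a gene symbol, and 3.15, *Uty*. Both come from the same 6 arrays. Under the alternatives set before the data were examined the lowest value ran from -5.77 to -3.07 and the highest from 2.01 to 4.67. The smallest p, at 4.70 on the -log10 scale, lies at the top of the plot in both.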

Other observations

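Genes of nerve injury and regeneration went both ways in naïve HDAC4 Nav1.8 cKO DRGs: of 23 genes 11 had a positive log2 fold change, and the values ran from -0.61 to 0.32. The injury-responsive transcription factor gene *Jun* was at -0.19 (standard error 0.07) and the heat shock protein gene *Hspb1* at 0.28 (standard error 0.13). MEF2 factors, which class IIa HDACs bind, and activity-dependent early genes had a median of 0.01 over 22 genes. *Mef2d* was at 0.17 (standard error 0.07), *Mef2c* at -0.12 (standard error 0.08) and *Arc* at 0.13 (standard error 0.07). The 42 measured genes of the TaqMan cards (Table 3) had a median of -0.01, with *Egfr* at -0.23 (standard error 0.07). In these lists and the class IIa HDACs (median 0.10 over 4 genes), 0 genes passed limma's adjustment over all probe sets and 0 passed when adjusted over the list alone; at an unadjusted p under 0.05 there were *Jun*, which is on both the injury and the early gene list, and 5 TaqMan card genes. The tests here were set before the data were examined.

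The Cre driver sits in the *Scn10a* locus of a line backcrossed to C57Bl/6J, so DNA of the parent strain near it could differ between the groups. Of 176 genes within 10 Mb of *Scn10a*, 8 (4.55%) had an unadjusted p under 0.05, against 1193 of 21818 elsewhere (5.47%; odds ratio 0.823, Fisher's exact test, 2-sided, p = 0.739). The count within 10 Mb ran from 3 without wild-type replicate 3 to 16 without cKO replicate 1, with 4 without cKO replicate 2, 5 without wild-type replicate 2 and 5 without cKO replicate 3. Within 20 Mb there were 10 of 333 (3.00% against 5.50% elsewhere, odds ratio 0.532, Fisher's exact p = 0.0505). Within 5 Mb there were 3 of 115 (2.61% against 5.48%, odds ratio 0.462, Fisher's exact p = 0.218). In both windows the share was below that elsewhere. Around *Hdac4*, where both groups carry the floxed allele, 9 of 165 within 10 Mb did (Fisher's exact p = 1).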
